A study of Mus musculus with 8 samples. Its data were reported in "The steroid hormone estriol (E3) regulates epigenetic programming of fetal mouse brain and reproductive tract" (2022).

How the data were processed

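Total RNA from the frontal cortex (called cortex here) and the hippocampus of male and female CD-1 mice was hybridised to Affymetrix arrays with biotin as the label. The mothers had received estriol (E3) in DMSO, or DMSO alone (CT), from an osmotic pump filled with 50 µl, starting on day 9 of gestation and running for 7 days, and the E3 solution held 0.46 mg/ml. The 8 arrays formed 8 groups of 1 array each, with every combination of sex, treatment and tissue. Groups were taken from the labels. Whether the RNA on an array came from a single mouse or from a pool of mice was not given for these arrays in the sources used here.

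The deposited values were normalized log2 signals per probe set, made by the authors with Affymetrix Expression Console per the labels. The log2 scale was inferred from the values, which ran from 2.47 to 19.9 with the same top value on all arrays. The summary algorithm, the software version and the array's genome build were not given in the sources used here, and no centring per gene was seen. The median over the tested genes lay between 5.61 and 5.68 on the 8 arrays, so the arrays had already been brought to a common scale. The share of transcript clusters above the 95th percentile of the 23 background control probe sets ran from 39.9% to 50.4% per array. All columns of the value table matched a sample. The small number of arrays limits the precision of every value.

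Of 72688 probe sets, 6918 control and unmapped probe sets were left out and 65770 transcript clusters were kept. A table of the platform's annotation gave exactly 1 gene symbol for 30439 clusters, several for 2146 and none for 33185. Symbols were updated through Entrez identifiers, which matched 22653 clusters and renamed 827, and 7786 clusters kept the symbol of the table. Each gene was represented by the single-symbol cluster with the highest mean over the 8 arrays, which gave 30102 genes, 252 of them with more than 1 cluster. No gene was named from a cluster with several symbols. At the highest value of the table lay 14 clusters, which held 3 of the tested genes, and differences of those genes can be understated. No coordinates are given because no genome of the array's build was used here.

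Within each stratum of sex and tissue, E3 was set against CT as the difference of the log2 values of 1 array each. Transcript clusters that differed at least 1.5-fold were counted, and no p-value was computed. Across strata, limma was fitted to the 30102 genes with lmFit and eBayes, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. E3 was tested with the 4 strata as a block and 3 residual degrees of freedom, so that the error was the spread of the E3 minus CT difference between strata. Hippocampus was tested against cortex within sex and treatment, and male against female within treatment and tissue, in the same way. Interactions of E3 with sex and with tissue were tested with 2 residual degrees of freedom. Where nothing states that the arrays came from separate litters, the p-values measure only the spread between these arrays.

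The samples, tests, alternatives, naming rule and 24 gene lists were fixed before the data were examined. The lists were marker genes of cell types and brain regions and genes of pathways from general knowledge, plus the genes the study chose for RT-qPCR on these samples. The first 6 entries of each sheet of the study's supplementary table of altered genes had been seen when the lists were written. Of 321 list entries, 289 were measured, 14 were found only on clusters with several symbols and 18 had no cluster under their symbol here. The lists were those of RT-qPCR genes, immediate early genes, striatal medium spiny neurons, choroid plexus, thalamus and habenula, hypothalamic neuropeptides, cortical layers, hippocampal fields, oligodendrocytes, astrocytes, microglia, endothelium, meninges and fibroblasts, erythrocytes, inhibitory interneurons, estrogen receptors and estrogen-responsive genes, DNA and histone modifiers, the stress axis, GABA-A receptors, serotonin receptors, glutamate receptors, heat shock genes, circadian clock genes and sex-linked control genes. The E3 test on 23 lists, all but the sex-linked genes, used camera of limma with its preset correlation of 0.01. Camera with an estimated correlation and fry were alternatives. Within a stratum, the median of a list was given as its percentile among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these arrays.

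Genes were named by a fixed rule. Per stratum these were the 10 genes with the largest difference each way whose higher value of the 2 arrays reached the median gene, without placeholder and multi-copy symbols. Across strata these were the 10 genes each way with the smallest p among those that passed, or the 5 each way with the smallest p where none passed, under the same conditions. Any member of the lists could be named. Camera tests of the comparisons other than E3, the summaries by RNA class, the zinc finger genes with Zfp symbols, the test of cortical tissue as a whole cause and the counts of genes shared between strata were added after values had been seen.

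The alternatives were a 2-fold threshold, other sets of clusters, a filter on dim clusters or genes, quantile normalization, cyclic loess or median centring on top of the deposited values, the mean of all clusters of a gene, all clusters in place of genes, eBayes with trend and robust options, an additive model of sex, tissue and treatment, and leaving out each of the 4 block levels in turn. The fits were tested on simulated data with 200 changed genes among 30102. For E3, 88% of changes of log2 size 1 and 99% of size 2 were recovered, with 8 false calls among 29902 unchanged genes. For hippocampus against cortex the shares were 94% and 100%, and for male against female 88% and 96%. For the interaction with sex they were 3% and 85%, and for the interaction with tissue 0% and 65%. The simulated changes did not vary between strata, the errors were independent, and the 200 changed genes eased the adjusted threshold. These shares can therefore overstate recovery in the data, where Glb1l did not pass for E3 at a log2 difference of 2.03 (SE 0.15). The work used R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.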

Results

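Gene expression was measured in the offspring of CD-1 mice that had received estriol (E3) or vehicle (CT) during pregnancy. The paper describes the offspring on its brain arrays as adults. The question was how fetal exposure to E3, an estrogen of pregnancy, altered gene expression in the frontal cortex and hippocampus. The 8 arrays held 1 sample each for male and female offspring, E3 and CT, and cortex and hippocampus. There were no replicates within a group, so E3 was replicated only across the 4 strata of sex and tissue, which shared no control array. The values were log2 signals for 30102 named genes among 65770 transcript clusters, and array medians over the genes ran from 5.61 to 5.68.

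To find genes that moved with E3 in all strata, E3 was compared with CT across the 4 strata. GABA-A receptor subunits, which form the main inhibitory ion channels of the brain, were called higher as a group by camera of limma at its preset correlation (adjusted p = 5.22e-06) but not with an estimated correlation (adjusted p = 0.780), and 8 of 9 measured subunits were higher. Gabrg1 was higher by a log2 difference of 1.05 (SE 0.23), Gabra2 by 0.61 (SE 0.12), Gabra4 by 0.60 (SE 0.10) and Gabrb1 by 0.47 (SE 0.10), while Gabrd was at -0.05 (SE 0.09). Markers of striatal medium spiny neurons were likewise called higher (adjusted p = 2.26e-05), but not with an estimated correlation (adjusted p = 0.794). All 19 were higher, among them Rgs9 at 1.03 (SE 0.57), Tac1 at 0.98 (SE 0.50) and Penk at 0.90 (SE 0.62), although the stratum medians of this list ran from -0.22 to 1.23. Endothelial markers were called lower (adjusted p = 0.00796), but not with an estimated correlation (adjusted p = 0.780), without the male cortex (adjusted p = 0.206) or without the female cortex (adjusted p = 0.0581). Of these markers 10 of 12 were lower, among them Ly6c1 at -0.49 (SE 0.08), the glucose transporter gene Slc2a1 at -0.47 (SE 0.12), the VEGF receptor gene Flt1 at -0.37 (SE 0.10) and the tight junction gene Cldn5 at -0.35 (SE 0.09).

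The median log2 difference was 0.54 for the GABA-A subunits, 0.36 for the striatal markers and -0.17 for the endothelial markers. With fry of limma none of the lists passed (adjusted p = 0.144, 0.786 and 0.428). Over all genes limma passed 0 members of these 3 lists, and at an unadjusted p under 0.05 there were 6 GABA-A, 2 striatal and 5 endothelial members. Adjusted over the list alone, 6 GABA-A subunits, 0 striatal markers and 4 endothelial markers passed. When E3 and CT labels were exchanged within strata, 7 of 8 splits, the real one included, called at least as many lists in camera. The highest other split called 8 lists, so the number of lists called is no evidence of an E3 effect.

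The other 20 lists were not called. Among pathway and receptor lists, the median log2 difference was 0.05 for immediate early genes (adjusted p = 0.189), 0.04 for heat shock genes (adjusted p = 0.0852), 0.10 for estrogen receptors and estrogen-responsive genes (adjusted p = 0.208), -0.08 for DNA and histone modifiers (adjusted p = 0.198) and -0.05 for stress axis genes (adjusted p = 0.942). It was 0.08 for serotonin receptors and 0.07 for glutamate receptor subunits (adjusted p = 0.369 each), and -0.06 for circadian clock genes (adjusted p = 0.926). Among marker lists, the median was -0.21 for hippocampal fields (adjusted p = 0.0852), -0.13 for choroid plexus (adjusted p = 0.926), -0.05 for astrocytes (adjusted p = 0.942), 0.07 for meninges and fibroblasts (adjusted p = 0.858), -0.04 for inhibitory interneurons (adjusted p = 0.971) and 0.07 for the only measured erythrocyte gene, Alas2 (adjusted p = 0.817). In 4 marker lists the median and the direction of camera differed in sign, and in the cortical layer list the median and the mean. The medians were -0.02 for thalamus and habenula (camera up, mean 0.03, adjusted p = 0.926), -0.02 for hypothalamic neuropeptides (camera up, mean -0.05, adjusted p = 0.942), -0.08 for cortical layers (camera down, mean 0.02, adjusted p = 0.942), -0.01 for oligodendrocytes (camera up, mean 0.09, adjusted p = 0.802) and -0.05 for microglia (camera up, mean -0.02, adjusted p = 0.995). The genes the study chose for RT-qPCR on these samples, 8 of whose 17 measured members stood in other lists, had a median of 0.16 (adjusted p = 0.802), and this list is not independent evidence of its direction. Single strata decided several of these calls. Without the male hippocampus choroid plexus markers were called higher (adjusted p = 0.0134) and hippocampal field markers lower (adjusted p = 0.0466). Without the female hippocampus choroid plexus markers were called lower (adjusted p = 3.37e-05), and immediate early genes (adjusted p = 3.34e-05) and heat shock genes (adjusted p = 0.0153) higher. Without the male cortex hippocampal field markers were called lower (adjusted p = 0.00713) and oligodendrocyte genes higher (adjusted p = 0.0185). With cyclic loess hippocampal field markers and DNA and histone modifiers were called lower (adjusted p = 0.0353 each). All of these calls used the preset correlation of camera, and an estimated correlation was not run under these settings. With an estimated correlation and all strata, the adjusted p of these lists ran from 0.780 to 0.981. Adjusted over the list alone, 5 glutamate receptor subunits, 3 DNA and histone modifiers, 2 circadian genes and 1 immediate early gene passed in limma, and 0 members of the other 16 lists, which held 0 to 4 members each at an unadjusted p under 0.05.

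Of single genes, Gm25133, annotated as a small nucleolar RNA gene and named although its placeholder symbol lay outside the naming rule, fell by 1.70 (SE 0.08, adjusted p = 0.0301). It was lower in all 4 strata, at -1.50 and -1.71 in the male and female cortex and -1.66 and -1.92 in the male and female hippocampus. Small nucleolar RNA genes as a class had medians of -0.07 and -0.04 in the male and female cortex (percentiles 0 and 0.045 among random lists). In the male and female hippocampus they had medians of -0.06 and -0.04 (percentiles 0 and 34). Glb1l, a relative of beta-galactosidase, was 4.09-fold higher (log2 2.03, SE 0.15), with differences from 1.45 to 2.37, but did not pass (adjusted p = 0.0867). The ephrin receptor gene Epha5 (0.64), Zfp972 (0.71), Dbpht2 (0.93) and the keratin-like gene Krt222 (0.65) were also higher in all 4 strata without passing (adjusted p = 0.135 each). Morn2 (-1.34), Mfsd2a (-0.96), which encodes a transporter of omega-3 fatty acids at the blood-brain barrier, Mid1 (-0.59), Catspere1 (-1.61) and the kinase gene Sik3 (-0.50) were lower in all 4 strata without passing (adjusted p from 0.135 to 0.140). The limma test thus passed 1 gene, and 4462 genes had an unadjusted p under 0.05. Without the female cortex 97 genes passed, 8 higher and 89 lower, and without the male cortex, the male hippocampus or the female hippocampus 0 passed. A filter on dim genes passed 7, all clusters 5, an additive model 8 and quantile normalization 0.

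**Figure D1:**
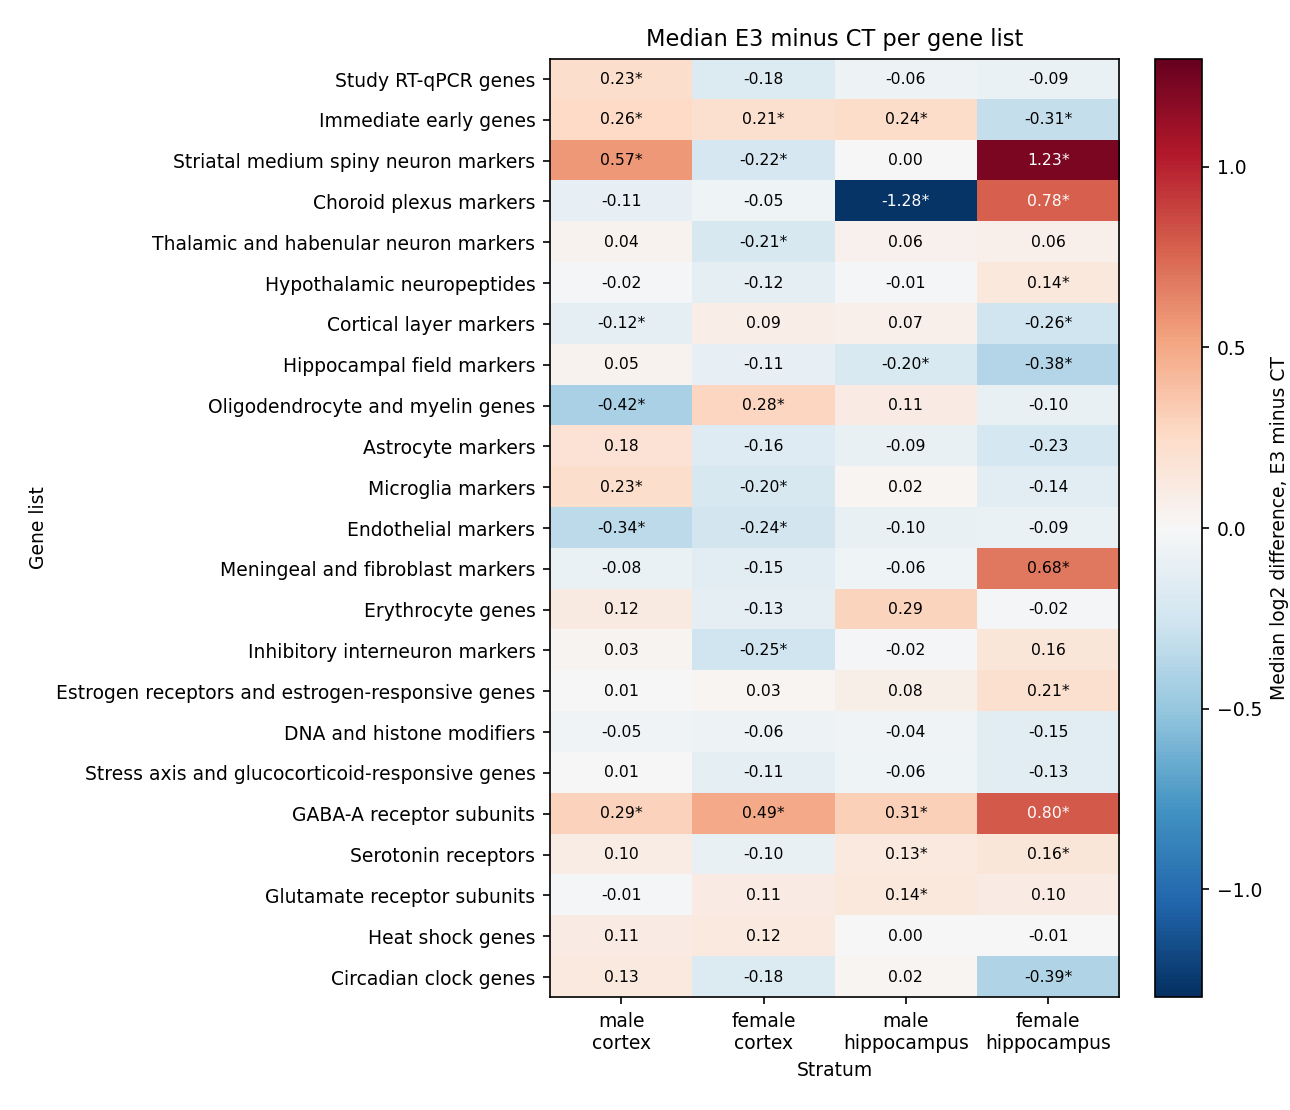
Median log2 difference E3 minus CT of each gene list (vertical axis) in each stratum (horizontal axis), with 1 array per group; red is higher and blue lower on the E3 array, and a star marks a median outside the central 95% of random lists. Striatal markers stood at 0.57 in the male cortex and 1.23 in the female hippocampus but -0.22 in the female cortex, and choroid plexus markers at -1.28 in the male and 0.78 in the female hippocampus.

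In the male cortex, all 19 striatal markers were higher on the E3 array, with a median log2 difference of 0.57 (percentile 100 among random lists), including Penk at 0.87, Tac1 at 0.83 and the dopamine receptor gene Drd2 at 0.62. Myelin and endothelial genes were lower. The oligodendrocyte list had a median of -0.42 with 12 of 14 lower, such as Mag at -0.69 and Mog at -0.59, and the endothelial list a median of -0.34 with 12 of 12 lower (percentile 0 each). Microglial markers (median 0.23, 10 of 11 higher), immediate early genes (median 0.26, 12 of 19 higher) and GABA-A subunits (median 0.29, 6 of 9 higher) lay above the central 95% of random lists, as did the study's RT-qPCR genes (0.23), while cortical layer markers lay below it (-0.12, percentile 0.77).

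The heparan sulfate enzyme gene Ndst4 was 7.98-fold higher in the male cortex, Glb1l 5.18-fold, the splicing factor gene Cwc22 4.74-fold, the neuropeptide gene Nts 4.23-fold, Syt10 3.95-fold and the serotonin receptor gene Htr2c 3.93-fold. Nnat, Arhgap6, Doc2b and Nrp2 were 2.97-fold to 3.28-fold higher. In the female cortex these genes were lower, at log2 differences of -1.66, -0.86, -1.40 and -1.56. Nnat, Doc2b and Nrp2 were also higher in the hippocampus than in the cortex (1.38, 1.62 and 1.47), while Arhgap6 was lower (-0.61). Whether E3 or the share of regional tissue set these differences was not tested. The 5S ribosomal RNA gene Rn5s was 3.63-fold lower, Morn2 3.45-fold, Gcnt4 3.28-fold, Stoml3 3.07-fold and Serpinb8 2.77-fold. Lamp5 was 2.41-fold lower, the endothelial and progenitor cell gene Cd34 2.24-fold, the interneuron peptide gene Vip 2.21-fold, and Nlrp5 and Gfra2 2.11-fold and 2.09-fold. In all, 1100 clusters were at least 1.5-fold higher and 1322 lower, 3.68% of clusters, and the split was 1428 higher and 1025 lower with each array centred on its median. By gene it was 429 higher and 483 lower. Among the genes, 282 protein-coding genes were higher and 147 lower, while 148 of 914 small nuclear RNA genes and 51 of 55 ribosomal RNA genes, mostly 5S copies with 21 distinct profiles, were lower.

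In the female cortex, striatal markers were lower on the E3 array, with a median of -0.22 (percentile 0.38) and 14 of 19 lower, Drd2 at -0.84 and Penk at -0.58. Endothelial markers (median -0.24, 10 of 12 lower), microglial markers (-0.20, 9 of 11 lower), interneuron markers (-0.25, 8 of 10 lower) and thalamic markers (-0.21, 9 of 11 lower) also lay below the central 95%. Oligodendrocyte genes were higher with a median of 0.28 (13 of 14 higher), of which Ermn was at 1.52. GABA-A subunits had a median of 0.49 (8 of 9 higher), with Gabrb2 at 1.44, and immediate early genes one of 0.21 (13 of 19 higher), with Homer1 at 1.25, Npas4 at 1.03, Arc at 1.02 and Fos at 0.90. All differences in the female cortex rest on a CT array that stood apart. Across genes it correlated at 0.9944 and 0.9953 with the male CT and E3 cortex arrays. The female E3 cortex array correlated with them at 0.9971 and 0.9976. Clusters above background were 39.9% on the CT and 48.3% on the E3 array. The arrays were also placed by 487 genes at least 2-fold different between cortex and hippocampus in both male pairs. On a scale from 0 for male hippocampus to 1 for male cortex, the CT array stood at 0.83 and the E3 array at 1.02. Whether E3 or a trait of that CT array, its share of regional tissue included, set the arrays apart was not tested.

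The cadherin gene Cdh12 was 7.14-fold higher in the female cortex, the layer 4 transcription factor gene Rorb 4.58-fold, the potassium channel gene Kcnh7 4.57-fold, Tmem196 3.78-fold, Herc6 3.65-fold, Tmem74 3.59-fold and Fut9 3.51-fold. The zinc finger genes Zfp729a, Zfp654 and Zfp931 were 3.47-fold, 3.21-fold and 3.17-fold higher. The transcription factor gene Nr2f2 was 3.85-fold lower, the thyrotropin-releasing hormone gene Trh 3.65-fold, Catspere1 3.5-fold, the GLP-1 receptor gene Glp1r 3.48-fold and Cwc22 3.41-fold. Tmem255a, Lypd1, Nnat, the calretinin gene Calb2 and Gpr101 were 3.04-fold to 3.29-fold lower. Clusters at least 1.5-fold different numbered 3191 higher and 1626 lower, or 7.32%, and genes 901 higher and 523 lower. Protein-coding genes made up 651 of the higher and 331 of the lower genes, and small nuclear RNA genes 34 and ribosomal RNA genes 1 of the lower.

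In the male hippocampus, all 15 choroid plexus markers were lower on the E3 array, with a median of -1.28 (percentile 0). The potassium channel gene Kcnj13 was 6.88-fold lower, Ecrg4 6.73-fold, the klotho gene Kl 4.74-fold, Clic6 4.06-fold and F5 4.01-fold, and the transthyretin gene Ttr was at -1.46. Hippocampal field markers had a median of -0.20 (7 of 12 lower, percentile 0.33), with Dsp and C1ql2 at -0.76. Immediate early genes had a median of 0.24 (13 of 19 higher, percentile 100), with Npas4 at 0.99. GABA-A subunits had one of 0.31 (8 of 9 higher) glutamate receptor subunits one of 0.14 (11 of 18 higher) and serotonin receptors one of 0.13 (6 of 11 higher, percentile 98.0). Striatal markers had a median of 0.00 with 10 of 19 higher (percentile 55.1).

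Glb1l was 4.31-fold higher in the male hippocampus, Tmem74 2.84-fold, Cdh12 2.73-fold, Slitrk6 2.71-fold, Zfp971 2.51-fold, Samd5 2.48-fold and the potassium channel subunit gene Kcnv1 2.43-fold. Zfp729a, Zfp760 and Zfp983 were 2.23-fold to 2.27-fold higher. Cwc22 was 5.89-fold lower, Catspere1 4.90-fold, the angiotensin-converting enzyme gene Ace 3.76-fold, the sulfatase gene Sulf1 3.63-fold and Lbp 3.26-fold. Clusters at least 1.5-fold different numbered 2048 higher and 1328 lower, or 5.13%. Genes went the other way, with 343 higher and 736 lower, of which 347 lower genes were small nuclear RNA genes and 51 ribosomal RNA genes, while 214 protein-coding genes were higher and 118 lower.

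In the female hippocampus, choroid plexus and striatal markers were both higher on the E3 array. All 15 choroid plexus markers were higher with a median of 0.78 (percentile 100), and Ttr was 51.5-fold, Kcnj13 22.4-fold and Clic6 5.24-fold higher. All 19 striatal markers were higher with a median of 1.23 (percentile 100), and Rgs9, a regulator of dopamine receptor signalling, was 10.4-fold, the enkephalin gene Penk 9.91-fold, Drd2 9.26-fold and the substance P gene Tac1 7.82-fold higher. Meningeal and fibroblast markers (median 0.68, 10 of 11 higher) and GABA-A subunits (0.80, 7 of 9 higher) were also above the central 95% of random lists, as were smaller medians of hypothalamic neuropeptides (0.14), estrogen-related genes (0.21) and serotonin receptors (0.16). Hippocampal field markers were lower with a median of -0.38 (12 of 12), immediate early genes with -0.31 (15 of 19), circadian genes with -0.39 (9 of 12) and cortical layer markers with -0.26 (9 of 14).

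Sytl5, Vat1l and Ranbp3l were 5.73-fold, 5.44-fold and 5.24-fold higher in the female hippocampus. Akr1c18, which encodes a progesterone-degrading enzyme, was 11.5-fold lower, Fxyd7 3.8-fold, the metabotropic glutamate receptor gene Grm2 3.71-fold, Catspere1 2.94-fold, the adenylate cyclase gene Adcy1 2.94-fold and Rasd1 2.91-fold. The steroid dehydrogenase gene Hsd3b1 was 2.84-fold lower, the immediate early gene Arc 2.70-fold, Tshz2 2.66-fold and Cdkl4 2.53-fold. For Tshz2 the log2 difference was -1.41, and -0.71 with the mean of its clusters. Clusters at least 1.5-fold different numbered 4828 higher and 1642 lower, or 9.84%, and 3825 higher and 2621 lower with quantile normalization. By gene they numbered 1280 higher and 941 lower, of which 952 and 548 were protein-coding, and 141 small nuclear RNA and 50 ribosomal RNA genes were lower.

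**Figure D2:**
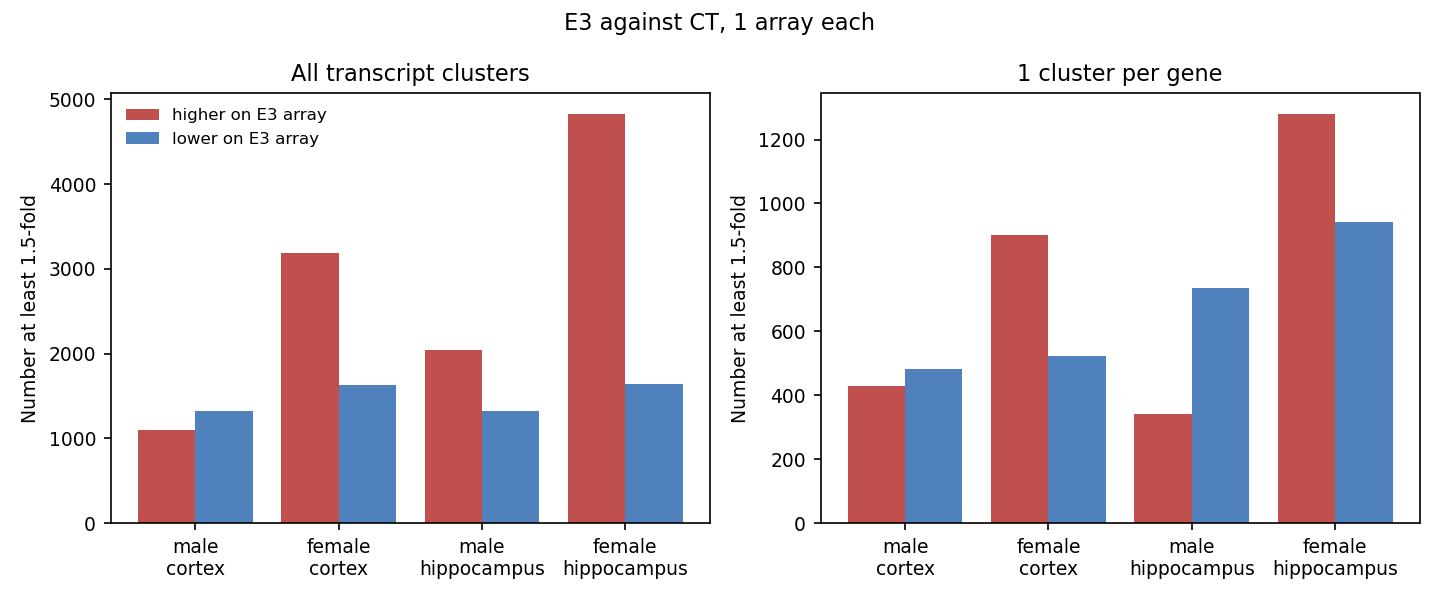
Number of transcript clusters (left) and of genes with 1 cluster each (right) at least 1.5-fold higher (red) or lower (blue) on the E3 than on the CT array in each stratum, from 1 array per group. The female hippocampus held 4828 higher clusters and the male cortex 1100, and in the male hippocampus clusters were mostly higher (2048 against 1328) but genes mostly lower (736 against 343).

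Over the 4 strata, 33 of 92 list medians lay outside the central 95% of random lists, 19 above and 14 below. Members of a list vary together, with an estimated correlation of 0.786 for striatal and 0.930 for choroid plexus markers, so any difference between 2 arrays can move such medians outside and this number is no test. The remaining list medians per stratum are in the heat map of list medians.

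To ask whether males and females responded differently to E3, the E3 effect in females was set against that in males. The complement regulator gene Cd59a was higher with E3 in females, at 1.10 in the cortex and 1.25 in the hippocampus, and lower in males, at -0.45 and -0.20, a log2 difference of 1.5 (SE 0.14). The peptidase gene Mme (1.09, SE 0.12), Zfp933 (1.01, SE 0.12), the endoplasmic reticulum chaperone gene Hsp90b1 (0.94, SE 0.12) and Ankrd34c (1.11, SE 0.14) differed in the same direction. Pnma3 (-0.96), the cold-inducible RNA-binding protein gene Rbm3 (-0.90), Hebp1 (-0.93), the glutathione transferase gene Gstp1 (-1.35) and the cytokine gene Mif (-0.90) differed in the opposite direction. None of these passed, with an adjusted p of 0.505 for each, and limma called 0 genes, with 2835 at an unadjusted p under 0.05. In simulated data this fit recovered 3% of changes of log2 size 1 and 85% of size 2. The lack of calls thus says little about differences of the size seen here.

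Between tissues, the E3 effect in the hippocampus was set against that in the cortex. Slitrk6 (0.86, SE 0.14), Eogt (0.76, SE 0.13), Itgbl1 (0.88, SE 0.18), Frmd7 (0.83, SE 0.18) and Efemp1 (0.82, SE 0.18) had the more positive effect in the hippocampus. The matricellular gene Ccn1 (-1.25, SE 0.22), Vwc2l (-1.03, SE 0.19), Rplp0-ps1 (-0.71, SE 0.14), Tshz2 (-0.99, SE 0.20) and the desmosome gene Dsp (-0.68, SE 0.14) had the more negative effect. None passed, with an adjusted p of 1 for each, and limma called 0 genes, with 808 at an unadjusted p under 0.05. For this fit the simulated recovery was 0% at log2 size 1 and 65% at size 2, so differences of the size seen here could hardly be called.

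Hippocampus was compared with cortex to check the tissue labels and to size a known difference. Hippocampal field markers were called higher in the hippocampus (adjusted p = 2.43e-14 in camera; adjusted p = 0.322 with an estimated correlation). All 12 were higher, including the dentate gyrus gene Prox1 at 3.58 (SE 0.15, adjusted p = 0.00198) and Dsp at 3.22, and 10 of them passed over all genes and 11 adjusted over the list alone. Striatal markers were called lower (adjusted p = 1.38e-13, and adjusted p = 0.444 with an estimated correlation), with all 19 lower, Drd2 at -3.45 and Rgs9 at -2.94, and 13 passed over all genes and 17 adjusted over the list alone. Immediate early genes were called lower (adjusted p = 0.000105, and adjusted p = 0.605 with an estimated correlation), with 15 of 19 lower, among them Egr1 at -1.56 and Fos at -1.24, and 12 passed, 2 of them higher, and 16 adjusted over the list alone. Choroid plexus markers were called higher (adjusted p = 4.67e-08, and adjusted p = 0.605 with an estimated correlation), with 15 of 15 higher, such as Ttr at 7.49, of which 2 passed and 12 adjusted over the list alone. Circadian genes were called lower (adjusted p = 1.36e-06, and adjusted p = 0.322 with an estimated correlation), with 11 of 12 lower, 8 of which passed on either adjustment.

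The sodium-proton exchanger gene Slc9a4 was 20.5-fold higher in the hippocampus, Prox1 12.0-fold, Serpina3n 9.18-fold, the GABA-A subunit gene Gabra5 6.36-fold, Slc9a2 6.04-fold, Gpr161 5.63-fold, Trpc4 5-fold, Tspan18 3.66-fold, the receptor kinase gene Kit 3.21-fold and Slc26a4 2.72-fold (adjusted p from 0.00162 to 0.00198). Rgs6 was 5.90-fold lower, Zdhhc22 5.68-fold, Coch 4.54-fold, Arhgap10 4.44-fold, Rasgef1c 2.81-fold, the potassium channel gene Kcnh1 2.30-fold, the upper-layer gene Rasgrf2 2.25-fold, Egln3 2.19-fold, Pknox2 2.16-fold and Mme 2.05-fold (adjusted p from 0.000846 to 0.0021). All of these had the same direction in the 4 combinations of sex and treatment. In total limma called 1915 genes, 969 higher and 946 lower, and 748 without the male CT pair, 387 without the male E3 pair and 1091 without the female E3 pair. With all clusters in place of genes 3006 were called.

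In camera inhibitory interneuron markers were called lower in the hippocampus (adjusted p = 0.000673, 2 members passing and 6 adjusted over the list alone), as did cortical layer markers (adjusted p = 0.00985, 10 and 13), while oligodendrocyte genes (adjusted p = 0.00985, 0 and 3, with 3 at an unadjusted p under 0.05 in limma) and meningeal markers (adjusted p = 0.0175, 2 and 2) were called higher. The adjusted p for these lists with an estimated correlation was 0.322, 0.322, 0.638 and 0.638.

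Male was compared with female to check the sex labels. Genes of the Y chromosome rose in males, with Eif2s3y at 5.02 (SE 0.14), Uty at 4.83 (SE 0.13) and Kdm5d at 3.41 (SE 0.09), and Xist, the RNA that silences an X chromosome, fell by 9.51 (SE 0.13) in males. The adjusted p was 0.000336 for each Y-linked gene and 1.93e-05 for Xist, in the same direction in all 4 combinations of treatment and tissue, and limma called no gene beyond these 4, with 1684 at an unadjusted p under 0.05. Of 9 measured sex-linked genes, 8 passed adjusted over the list alone. Striatal markers were called lower in males as a list by camera, with 19 of 19 lower and a median of -0.73 (adjusted p = 1.46e-13), and choroid plexus markers higher, with 15 of 15 higher and a median of 0.58 (adjusted p = 6.25e-07). Both calls were lost with an estimated correlation (adjusted p = 0.600 each). Oligodendrocyte genes (median 0.20, adjusted p = 1.56e-05), hippocampal field markers (0.20, adjusted p = 1.59e-05) and circadian genes (0.11, adjusted p = 0.0307) were also higher in males as lists, and meningeal (-0.09) and interneuron (-0.17) markers lower (adjusted p = 0.0414 each). With an estimated correlation the adjusted p was 0.600 for each of these 5 lists, except 0.644 for the meningeal markers. Limma passed 0 members of the 7 lists over all genes, with 13 striatal, 5 hippocampal field, 1 circadian, 1 meningeal and 1 interneuron member at an unadjusted p under 0.05, and 3 striatal members adjusted over the list alone.

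**Figure D3:**
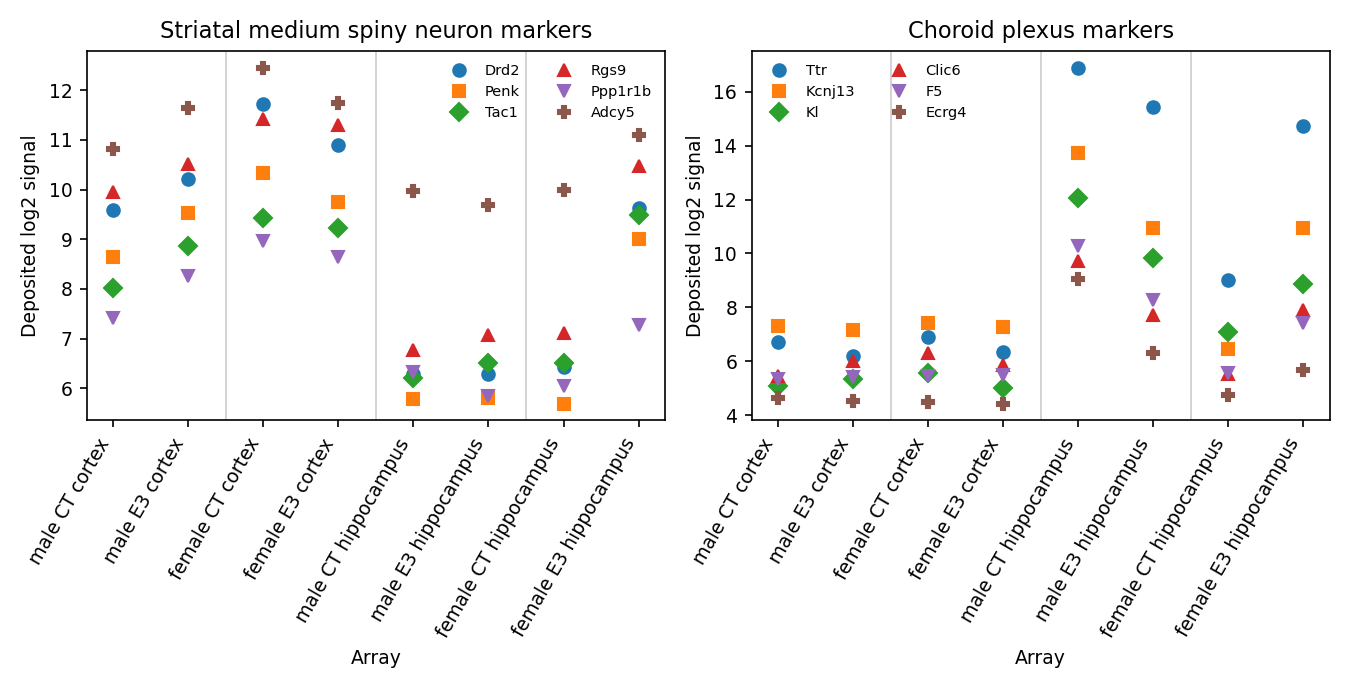
Deposited log2 signal (vertical axis) of 6 striatal (left) and 6 choroid plexus (right) marker genes on each of the 8 arrays (horizontal axis), 1 point per gene and array. Drd2 stood at 6.43 on the CT and 9.64 on the E3 array of the female hippocampus and at 11.73 and 10.89 in the female cortex, and Ttr at 9.03 and 14.72 in the female hippocampus and 16.89 and 15.44 in the male hippocampus.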

Values the study reported

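The study reported that 454 genes were higher and 239 lower with E3 in the male cerebral cortex, and that 942 were higher and 459 lower in the female cerebral cortex. In the hippocampus it reported 360 higher and 238 lower genes in males, and 1311 higher and 692 lower genes in females. It reported that DRD2 was 5-fold lower in the cerebral cortexes of E3-exposed female offspring, with N = 12.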

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

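The tests of cortical tissue as the whole cause, of a Zfp response in every stratum and all list tests of interactions were chosen only after results had been seen, as was the Zfp list itself. The cortical test was run at first on the gap between the female CT arrays, where striatal markers closed 0.585 of it and 94 other genes 0.257 (upper end of the central 95% of random lists 0.563), and was then changed to the male gap because the female CT hippocampus array stood on both sides of that ratio. The rule of the Zfp test of every stratum was also changed after its value had been seen. By the rule first written, the value argued against that explanation, and the changed rule, which asks for the same under all 3 scalings, leaves it open.

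Striatal markers went in different directions with E3, with medians of 0.57 in the male cortex, -0.22 in the female cortex, 0.00 in the male hippocampus and 1.23 in the female hippocampus, and their E3 effect differed between hippocampus and cortex (median 0.25, adjusted p = 0.00287 in camera, 0.716 as adjusted p with an estimated correlation). A response with a common direction in every sex and tissue is left open here. The rule written before the test counted against it, at percentiles of 100 in the male cortex and 0.38 in the female cortex. The female cortex median of -0.22, however, rests on 1 array against 1. A different share of striatal tissue on either array could hide a common direction. In the female hippocampus 12 striatal markers closed a median of 0.867 of the male cortex minus hippocampus gap. For 233 other cortical genes the median was 0.0575 (upper end of the central 95% of random lists 0.358). By the rule of this test these values argued against cortical tissue as the whole cause of the rise there. However, striatal markers were lower in males than in females (median -0.73), so the male gap may be small and the share large. On the female CT gap the share was 0.585, against an upper end of 0.563 for random lists. Striatal markers also vary together, unlike the genes of random lists. No conclusion on cortical tissue as the whole cause is therefore drawn. Cortical tissue as a part of the rise cannot be told apart either. The slope on 487 regional genes, 0.0372 (SE 0.0178), lay below the bound of 0.05 set against it by less than its SE. Without striatal and choroid plexus markers the slope was 0.0714 (SE 0.0149), above that bound. A candidate explanation is a different share of striatal tissue in the dissected samples, as the 16 markers the study did not pick had a median of 0.98 in the female hippocampus (percentile 100) and the abundant markers Pde10a and Adcy5 went from 10.07 to 11.51 and from 9.99 to 11.10, although 17 of 19 markers were above the median gene in CT cortex and 16 in CT hippocampus. A response to E3 that depends on sex and tissue stays open as untested.

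Choroid plexus markers were higher with E3 in the female hippocampus (median 0.78) and lower in the male hippocampus (-1.28), and their E3 effect differed between females and males (median 0.92, 15 of 15 higher, adjusted p = 1.76e-06 in camera, 0.802 as adjusted p with an estimated correlation). Choroid plexus tissue in the dissected sample is a candidate explanation, as the markers other than Ttr and Kcnj13 had a median of 0.61 and the most abundant marker, Ttr, went from 9.03 to 14.72. Of the 15 markers, 11 were above the median gene in CT hippocampus and 5 in CT cortex, and the study picked 0 of them. A sex-dependent response to E3 stays open as untested.

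The 365 zinc finger genes with Zfp symbols had medians of 0.11, 0.12 and 0.13 in the female cortex, male hippocampus and female hippocampus (percentile 100 each), where 137, 109 and 126 of them were lower, and of 0.03 in the male cortex, inside the central 95% of random lists. After cyclic loess the lower of the female medians was still 0.12 (percentile 100). This argues against a shift between arrays that depends on intensity as the whole cause. Other effects of the normalization cannot be told apart, because both scalings were run on top of the deposited values. Quantile normalization brought the medians to 0.08, 0.07 and 0.05 in the same order (percentile 100 each). A property of the female CT arrays may account for the female cortex and for a part of the female hippocampus, as the Zfp median on the female CT against the male CT array stood at percentile 0 in both tissues and on the E3 arrays at 73.9 and 75.1. The female minus male median of the CT arrays was -0.10 in the cortex, near in size to the E3 rise of 0.11. In the hippocampus it was -0.04, smaller in size than the rise of 0.13. Such a property also leaves the male hippocampus uncovered. A response in every sex and tissue cannot be told apart, because the lowest percentile, 83.4 in the male cortex, was below the bound written for that test but became 93.6 with cyclic loess and 95.4 with quantile normalization, above it. The biological explanation of a response in some strata stays open as untested.

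Other lists differed in their E3 effect between the sexes by camera, as the female minus male median. It was -0.29 for immediate early genes and 0.27 for oligodendrocyte genes (adjusted p = 0.0213 each), -0.24 for thalamic markers (adjusted p = 0.0252), -0.20 for hippocampal field markers and 0.27 for GABA-A subunits (adjusted p = 0.0243 each) and -0.38 for microglial markers (adjusted p = 0.000909). With an estimated correlation the adjusted p was 0.802 for each.

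Between tissues, the hippocampus minus cortex median of the E3 effect was -0.44 for immediate early genes (adjusted p = 6.49e-06), -0.26 for hippocampal field markers and 0.36 for meningeal markers (adjusted p = 0.00478 each), -0.22 for astrocyte markers (adjusted p = 0.0469) and 0.27 for endothelial markers (adjusted p = 0.000266). With an estimated correlation the adjusted p was 0.716 for each.

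Labels were exchanged within the block levels to give 8 splits, which are too few for a share under 0.05. For E3 the real split called 1 gene and 2 splits called as many, with 7 genes at the highest other split. For hippocampus against cortex the real split called 1915 genes and the highest other 0, so 1 split called as many, and for male against female 4 and 0, again with 1 split. For the E3 gene lists the real split called 3 and the highest other 8, and 7 splits called as many. Under the additive model of E3, where 33 splits could be fitted, the real split called 8 genes and the highest other 1, so 1 of 33 splits reached the real number, a share under 0.05. These splits did not keep labels balanced within strata. Many were unbalanced over sex or tissue, which makes their test less precise than that of the real split. No conclusion is therefore drawn from this share.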

How the results depend on the processing

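The Zfp medians under other scalings were chosen after seeing the data; the other alternatives were fixed beforehand. With a 2-fold threshold, clusters higher and lower numbered 198 and 248 in the male cortex, 1130 and 310 in the female cortex, 369 and 425 in the male hippocampus and 1802 and 280 in the female hippocampus. With a gene symbol only, they were 500 and 514, 995 and 579, 401 and 766, and 1386 and 1010, and with 1 cluster per gene 429 and 483, 901 and 523, 343 and 736, and 1280 and 941. Fewer clusters or a stricter threshold account for these lower counts. Quantile normalization gave 2621 lower clusters in the female hippocampus, and the cause was not tested.

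For E3 across strata, genes called were 7 with a filter on dim genes, 5 with all clusters, 0 with quantile normalization and 8 with the additive model, and 0 to 97 when a stratum was left out. For hippocampus against cortex, 3006 were called with all clusters and 387 to 1508 when a pair was left out. E3 gene lists called were 0 with camera and an estimated correlation, 0 with fry, 5 with cyclic loess and 2 to 6 when a stratum was left out. The cause was not tested. Male against female gave 4 to 6 genes and both interactions 0 under all alternatives run, and list medians outside the central 95% of random lists numbered 32 to 34. Among cluster counts the larger direction turned in the male cortex with median centring (1428 higher, 1025 lower), in the male hippocampus with the 2-fold threshold, a gene symbol only and 1 cluster per gene. Calls for E3, 0 higher and 1 lower at first, were 5 and 2 with the filter, 4 and 1 with all clusters and 6 and 2 with the additive model. For hippocampus against cortex, 969 higher and 946 lower became 913 and 970 with cyclic loess, 853 and 854 with trend and robust options, and 726 and 782 without the female CT pair. In the E3 list test choroid plexus markers turned to a call in the other direction without the male hippocampus, and the direction of 11 lists not called, these markers included, turned without a call under at least 1 alternative. At 39.9% to 50.4% of clusters above background per array, signal over background limits the dim clusters.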

Other observations

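The counts of genes shared between strata and the summaries by RNA class were all chosen after values had been seen. At least 1.5-fold, 38 genes were higher and 33 lower in all 4 strata. Outside placeholder symbols these were Apold1, Dbpht2, Glb1l, Zfp729a, Zfp931 and Zfp983 among the higher and Catspere1, Mfsd2a and Morn2 among the lower. Some lower genes with placeholder symbols had the same values as each other, such as Gm23444 and Gm23472, or Gm24830, Gm26232 and Rnu1b6. The count of lower genes thus holds repeats of a single signal. Apold1, an immediate early gene of endothelium, stood at 0.62 and 1.11 in the male and female cortex and 1.11 and 0.59 in the male and female hippocampus. In at least 3 strata 178 genes were higher, 26 of them Zfp genes where independent genes would give 2.16, and 183 were lower, of which 171 had placeholder symbols and 0 were Zfp genes. The Zfp list was itself chosen after values had been seen, and related genes are not independent, so this excess is no test. Between the female cortex and the female hippocampus 534 genes were higher in both, where independent lists would share 38.3. Across genes, which are not independent replicates, r was 0.42. The female CT arrays had the lowest shares of clusters above background, 39.9% in the cortex and 40.2% in the hippocampus. Whether E3 or a trait of these CT arrays set this overlap was not tested. An excess was not limited to females. Between the male and the female hippocampus 220 genes were higher in both, against 14.6, and r was 0.43. Between the male cortex and the male hippocampus 73 were higher in both, against 4.89, and 217 lower in both, against 11.8. Between the male and the female cortex r was -0.04, and 104 genes were higher in the male and lower in the female cortex, where independent lists would share 7.45. In the same pair 51 genes were higher in both and 46 lower in both, against 12.8 and 8.39 for independent lists, and 56 were lower in the male and higher in the female cortex, against 14.5.

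Small nuclear RNA genes had median differences of -0.34 and -0.11 in the male and female cortex and -0.33 and -0.27 in the male and female hippocampus, each at percentile 0 of random lists. Ribosomal RNA genes, mostly 5S copies, stood at -1.73 in the male cortex, -0.02 in the female cortex, -1.26 in the male and -1.34 in the female hippocampus. Cwc22 stood at 2.24 and -1.77 in the male and female cortex and at -2.56 and 1.79 in the male and female hippocampus.

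At least 1.5-fold lower were 483 genes in the male cortex. That is higher than the number quoted from the study above. In the male hippocampus 736 genes were lower. That is also higher than the number quoted from the study. Small nuclear RNA, ribosomal RNA and protein-coding genes made up 148, 51 and 147 of these genes in the male cortex and 347, 51 and 118 in the male hippocampus. The lower genes of females, 523 in the cortex and 941 in the hippocampus, and the higher genes of all strata, 429, 901, 343 and 1280, lay within 1.5-fold of the numbers quoted. Drd2 was 1.79-fold lower on the E3 array of the female cortex. That is a smaller fall than the one quoted from the study, but it rests on 1 array against 1 and the study's value on more samples, so the values are not from like groups. The paper names no method beside its value and lists RT-PCR primers for Drd2, so the measures may differ too.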
